# Anti-aging effects of *Ribes meyeri* anthocyanins on neural stem cells and aging mice

**DOI:** 10.18632/aging.103955

**Published:** 2020-09-12

**Authors:** Jiaming Gao, Yating Wu, Dajun He, Xiaoqi Zhu, Hongbin Li, Haifeng Liu, Hailiang Liu

**Keywords:** aging, *Ribes meyeri anthocyanin*, naringenin, cognition, senescence

## Abstract

Aging is associated with neurological impairment and cognitive decline. Flavonoids are very promising in anti-aging research in mouse models. *Ribes meyeri* anthocyanins are rich in abundant flavonoids, but their anti-aging biological activities remain unknown. In this study, we prepared an *R. meyeri* anthocyanin extract and analyzed its effects on neural stem cell (NSC) senescence *in vivo* and *in vitro*. We isolated mouse NSCs and used cell counting kit-8 (CCK-8), cell cycle, reactive oxygen species (ROS), and immunofluorescence methods to analyze the anti-aging effects of *R. meyeri* anthocyanins as well as naringenin (Nar), which metabolic analysis revealed as an important flavonoid in *R. meyeri* anthocyanins. RNA-sequencing (RNA-seq) and enzyme-linked immuno sorbent assay (ELISA) methods were also used to investigate Nar-specific mechanisms of anti-aging. After *R. meyeri* anthocyanin treatment, NSC proliferation accelerated, and NSCs had decreased senescence markers, and reduced P16^ink4a^ expression. *R. meyeri* anthocyanin treatment also reversed age-dependent neuronal loss *in vivo* and *in vitro*. Nar blocked mNSC aging *in vitro* and improved spatial memory and cognitive abilities in aging mice through downregulation of plasma TNF-α protein. These findings suggest that *R. meyeri* anthocyanins increase NSC proliferation and improve neurogenesis with aging via Nar-induced reductions in TNF-α protein levels *in vivo*.

## INTRODUCTION

*Ribes meyeri* (also known as *R. meyeri* Maxim) belongs to the Saxifragaceae family [1, 2]. The roots and leaves of *R. meyeri* are rich in a class of plant secondary metabolite flavonoids [1–6] with multiple functions, including anti-inflammatory and anti-cancer effects [7–9]. Zhou et al. first isolated naringenin (Nar) from *R. meyeri* anthocyanins [1]. Nar is a main component of *R. sativum*; however, the anti-aging biological activity of Nar and *R. meyeri* anthocyanins remains unknown.

Stem cell exhaustion is an important hallmark of aging [10]. An age-dependent loss of neural stem cells (NSCs) is associated with cognitive decline, and NSCs are involved in diseases associated with memory loss [11, 12]. There is a marked drop in NSC and neuronal numbers in the aging murine brain [13]. Causes of aging in stem cells include shortened telomeres, increased levels of reactive oxygen species (ROS), activation of the senescence marker P16^ink4a^, and cell cycle arrest [14–16]. These factors ultimately lead to nervous system damage, metabolic disorders, and cognitive dysfunction [17].

Considering that these changes are related to aging, the functions of *R. meyeri* anthocyanins have not been well studied. Accordingly, we investigated the effects of *R. meyeri* anthocyanins on NSCs in aging mice. Our results show that *R. meyeri* anthocyanins improve the aged phenotype by reversing senescence of mNSCs *in vitro*, as well as by improving cognitive levels and enhancing NSC proliferation and neuronal numbers in aging mice. We also revealed that the flavonoid Nar, which is enriched among *R. meyeri* anthocyanins, reverses aging in NSCs and improves cognitive levels in aging mice by inhibiting the tumor necrosis factor (TNF) signaling pathway.

## RESULTS

### Effects of *R. meyeri* anthocyanins on age-related changes in mNSCs

To determine the effects of *R. meyeri* anthocyanins on cell senescence, we used NSCs from 23-month-old mice (23M-mNSCs). Considering that *R. meyeri* anthocyanins may exert cytotoxic or protective effects on cells depending on their concentration, we first needed to ascertain a safe concentration of *R. meyeri* anthocyanins to treat 23M-mNSCs. The viability of cells treated with *R. meyeri* anthocyanins was detected using a cell counting kit-8 (CCK-8) assay. At concentrations up to 100 pg/mL, *R. meyeri* anthocyanin treatment for 48 or 72 h increased 23M-mNSC cell viability (Supplementary Figure 1A). Accumulation of ROS during aging plays a major role in mitochondrial damage [16, 18]. To determine whether *R. meyeri* anthocyanins can suppress oxidative damage, we performed ROS assays. *R. meyeri* anthocyanins inhibited oxidative damage at a concentration of 100 pg/mL (Supplementary Figure 1B). Compared with controls, we observed marked changes in proliferation and ROS levels in *R. meyeri* anthocyanin-treated cells, demonstrating that 100 pg/mL *R. meyeri* anthocyanins stimulate 23M-mNSC proliferation and inhibit oxidative damage.

To determine the effects of *R. meyeri* anthocyanins on neurosphere formation, we isolated NSCs from the brains of 3-week-old (3W-mNSCs) and 23-month-old (23M-mNSCs) mice. The NSCs were subcultured and treated with 100 pg/mL *R. meyeri* anthocyanins (Figure 1A). Compared with the 23M-mNSCs, the number of neurospheres in the 3W-mNSC group was increased, and the shapes of the neurospheres were more uniform and rounded, with an increased diameter of 20–50 μm (Figure 1B–1D). In addition, the neurospheres derived from 23M-mNSCs after 5 days were smaller in size (20 μm), and this finding was consistent with results from previous studies [19, 20]. When treated with *R. meyeri* anthocyanins, neurosphere formation was significantly increased in both 3W-mNSCs and 23M-mNSCs (Figure 1E). Senescence is closely related to cell cycle arrest, shortened telomeres, and increased expression of the senescence gene p16^ink4a^. *R. meyeri* anthocyanin-treated 23M-NSCs had significantly reduced p16^ink4a^ gene expression, a greater number of cells in the S phase, and lengthened telomeres compared with untreated cells (Figure 1F–1H). Moreover, we know that aging reduces the proliferation of NSCs and reduces their differentiation capabilities for neuronal production [13, 21]. Upon differentiation of 23M-mNSCs, there was a significant increase in the number of TuJ1-positive neurons after *R. meyeri* anthocyanin treatment (Figure 1I–1J), indicating that *R. meyeri* anthocyanin treatment promotes the differentiation of NSCs into neurons. These results demonstrate that *R. meyeri* anthocyanins have a positive impact on aged NSCs *in vitro*.

**Figure 1:**
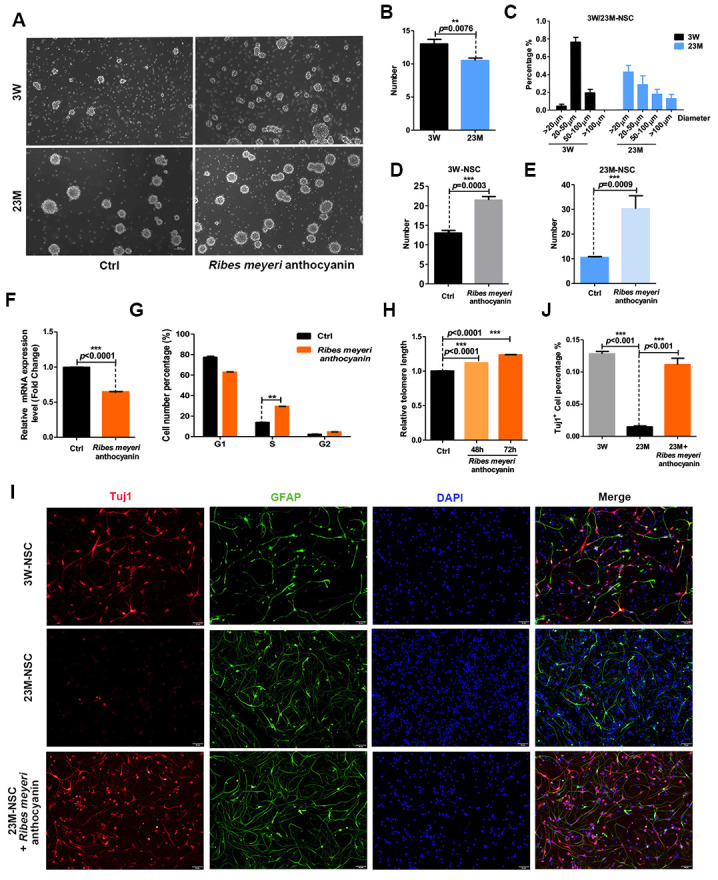
***Ribes meyeri* anthocyanins rescue the senescence phenotype of mouse neural stem cells (mNSCs).** (**A**) Neurospheres clonally derived from 23-month-old (23M-NSC) and 3-week-old (3W-NSC) mouse brains and treated with 100 pg/mL *R. meyeri* anthocyanins. (**B**) Differences in neurosphere numbers between 23M-NSC and 3W-NSC. (**C**) The shape of 3W-NSC neurospheres was more uniform, with an increased number and size (20–50 μm) compared with 23M-NSC neurospheres. (**D**, **E**) Treatment with *R. meyeri* anthocyanins increased the numbers of both 3W-NSC- and 23M-NSC-derived neurospheres compared with controls. (**F**–**H**) In 23M-NSCs treated with 100 pg/mL *R. meyeri* anthocyanins for 48 h, p16^ink4a^ mRNA expression, cell cycle, and relative telomere lengths were measured. (**F**) Cell senescence marker p16^ink4a^ mRNA expression detected by qRT-PCR. (**G**) Cell cycles were determined using flow cytometry. (**H**) qRT-PCR detection of relative telomere length. (**I**) Immunofluorescence staining of TuJ1 and GFAP in 23M-NSCs treated with *R. meyeri* anthocyanins and control. (**J**) Quantification of (**I**). Data are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.0001 compared with untreated cells.

### *R. meyeri* anthocyanin treatment improves learning and memory abilities of aging mice

Aging is associated with cognitive decline [22, 23]. We therefore evaluated the effects of *R. meyeri* anthocyanins on the learning and memory abilities of mice. The Morris water maze (MWM) test revealed that, when adult C57BL/6 mice (12 months old) were administered 100 mg/kg *R. meyeri* anthocyanins for 2 months, the average time to reach the platform was decreased compared with controls (Figure 2A). We also examined the time taken to first reach the platform (Figure 2B). The *R. meyeri* anthocyanin-treated group took significantly less time than the control group, although the average speed was not significantly different between the two groups (Figure 2C), suggesting that *R. meyeri* anthocyanins have little effect on the motor ability of mice. Furthermore, in the treated group, the mice swam a significantly shorter distance before reaching the platform area compared with the untreated group (Figure 2D). These results demonstrate that *R. meyeri* anthocyanins can improve the cognitive and spatial memory abilities of aging mice.

**Figure 2:**
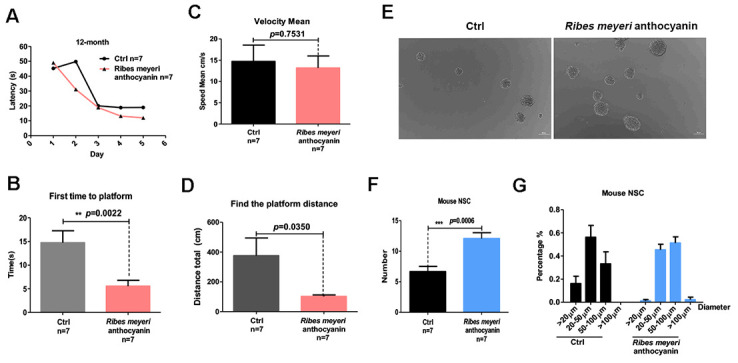
***Ribes meyeri* anthocyanins enhance mouse memory and learning abilities by increasing neural stem cells (NSCs).** (**A**) Time taken to find the platform. (**B**) Time taken to first reach the platform. (**C**) Mean velocity to find the platform. (**D**) Distance swum before finding the platform. (**E**, **F**) Treatment with *R. meyeri* anthocyanins increased neurosphere number and size compared with controls. (**G**) Neurospheres of 50–100 μm in size were increased in number by *R. meyeri* anthocyanin treatment in mice. Data are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.0001 compared with untreated cells. “*n*” indicates the number of animals in each experimental group.

Aging-associated cognitive decline has been linked to reduced NSC numbers [11, 24]. Accordingly, we isolated and cultured NSCs from the mouse brain subventricular zone (SVZ) after intragastric administration of 100 mg/kg *R. meyeri* anthocyanins (Figure 2E). The resulting numbers of neurospheres were measured, and there were significantly more neurospheres in the *R. meyeri* anthocyanin-treated group compared with the control group (Figure 2F). Next, we analyzed neurosphere size distribution. *R. meyeri* anthocyanin-treated mouse neurospheres were primarily in the upper size range (50–100 μm diameter), whereas control neurospheres were more commonly in the lower range (20–50 μm diameter) (Figure 2G).

To further verify the influence of *R. meyeri* anthocyanin treatment on NSCs and neurons *in vivo*, immunofluorescence staining of the hippocampus was performed and the percentages of immunopositive cells were analyzed. Using the well-known NSC markers nestin and Ki67 [25, 26], we revealed an increase in nestin- and Ki67-positive cells in the hippocampal region (Supplementary Figure 2A, 2B) of *R. meyeri* anthocyanin-treated mice. In addition, the number of TuJ1-positive cells (a marker of mature neurons) was also increased in these mice (Supplementary Figure 2C, 2D). Together, these results indicate that 100 mg/kg *R. meyeri* anthocyanins can improve spatial memory and cognitive abilities in aging mice by promoting NSC proliferation and increasing neuronal numbers.

### Nar rescues senescent phenotypes of 23M-NSCs

*R. meyeri* anthocyanins are rich in many kinds of flavonoids and bioactive components [1, 3–5]. To determine which component of *R. meyeri* anthocyanins plays an important role in anti-aging, we performed a metabolomic analysis of *R. meyeri* anthocyanins. We revealed that Nar may be an important flavonoid metabolite because the flavonoid biosynthetic pathway was highly enriched in *R. meyeri* anthocyanins (Supplementary Table 1). To determine the anti-senescent effects of Nar, various concentrations (0, 1.7, 3.4, 6.8, 13.6, and 27.2 μg/mL) were applied to 23M-NSCs and CCK-8 assays were used to investigate cell viability. As Supplementary Figure 3 shows, 6.8 μg/mL Nar treatment increased cell viability by 150%. To further explore the anti-senescent effects of Nar, 23M-NSCs were treated with Nar, and aging-related indicators were then detected. In 23M-NSCs treated with 6.8 μg/mL Nar, p16^ink4a^ mRNA expression was reduced (Figure 3A). Nar also lengthened the telomeres of cultured mNSCs and increased DNA synthesis (Figure 3B, 3C). To further explore the effects of Nar on cell proliferation, we performed immunofluorescence staining of Ki67, which is a nuclear antigen of mitotic cells that is expressed throughout the cell cycle, except in G0 [19, 27]. Treatment with Nar enhanced cell proliferation, as measured by increased numbers of Ki67-positive cells (Figure 3D, 3E). Next, we also detected the differentiation potential of NSCs into neurons. Indeed, 6.8 μg/mL Nar treatment also increased the number of MAP2-positive cells (Figure 3F, 3G). These results consistently demonstrate that Nar can reverse 23M-NSC senescence.

**Figure 3:**
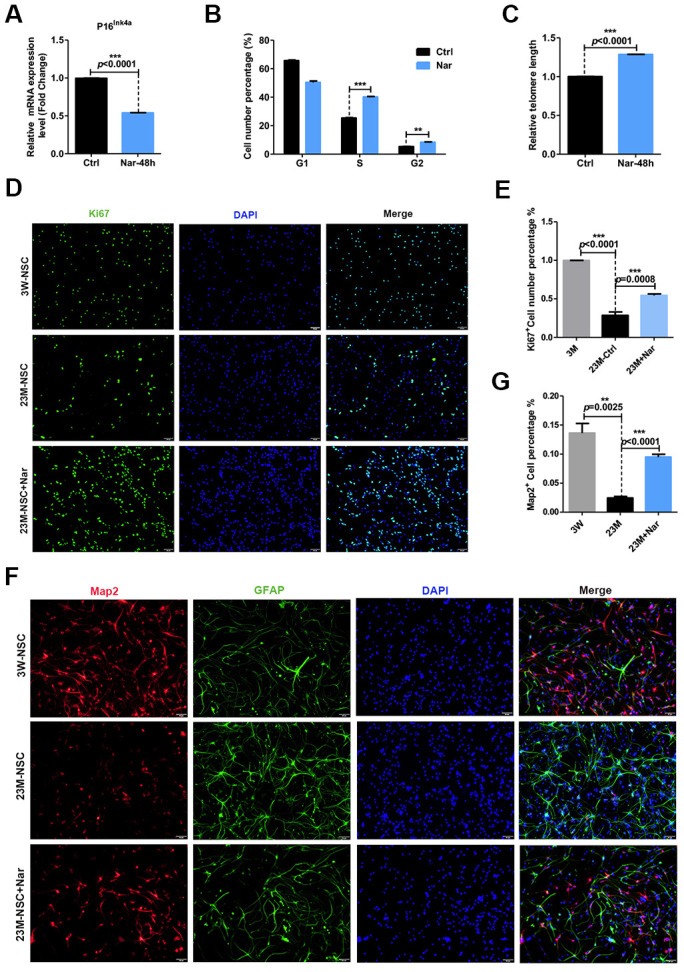
**Effect of naringenin (Nar) on senescence of mouse neural stem cells (mNSCs).** (**A**) p16^ink4a^ mRNA expression was measured by qRT-PCR in 23M-NSCs with and without treatment of 6.8 μg/mL Nar for 48 h. (**B**) Cell cycle phase distributions of 23M-NSCs treated with Nar for 48 h and control cells. (**C**) The relative telomere length of 23M-NSCs increased significantly with Nar treatment. (**D**) Immunofluorescence Ki67 staining of mNSCs treated with Nar for 48 h, with DAPI nuclear labeling. (**E**) Quantification of (**D**). (**F**) Representative fields of MAP2 and GFAP immunofluorescence staining of cultured mNSCs after control and Nar treatment. (**G**) Quantification of (**F**). Data are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.0001 compared with untreated cells.

### Nar improves memory and cognition in aging mice

Cognitive levels decline with aging, and anti-aging treatments can improve cognitive levels [11, 28]. To verify the anti-aging effects of Nar *in vivo*, we injected 20 mg/kg Nar into aging C57BL/6 mice (12 months old) through the tail vein. The MWM test was used to examine the spatial memory and cognitive abilities of the mice. Over 5 days of repeated training, the time taken for Nar-treated aging mice to find the platform gradually decreased compared with the control group (Figure 4A). The test results revealed that the time taken to first reach the platform was reduced (Figure 4B), while the time spent in the platform zone was increased (Figure 4C). Furthermore, Nar-treated aging mice were observed within the platform zone at a higher frequency than the control group (Figure 4D). Together, these results suggest that Nar can improve spatial memory and cognitive abilities in aging mice.

**Figure 4:**
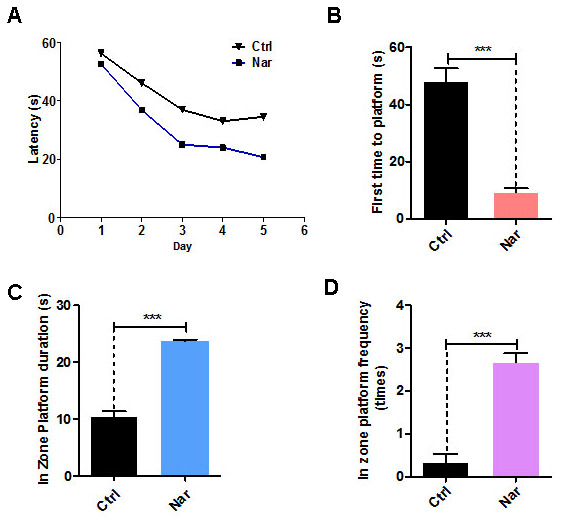
**Naringenin (Nar) enhances memory and learning abilities in aging mice.** (**A**) Escape latency of Nar-treated aging mice was shorter compared with the control group. (**B**) Time taken to first reach the platform was shorter in Nar-treated aging mice than in the control group. (**C**) Duration of time spent in the platform zone. (**D**) Frequency of being observed in the platform zone for Nar-treated aging mice compared with the control group. Data are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, and, ***P < 0.0001 compared with the control group. “*n*” indicates the number of animals used for each experimental group.

### RNA sequencing analysis of Nar-treated blood from aging mice

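Nar, a flavonoid, was injected at 20 mg/kg into aging C57BL/6 mice, which the paper gives as 12 months old and treated for 1 month; the sample labels give 30 days and call the mice adult. Messenger RNA purified from blood with oligo(dT) beads was sequenced. The 4 libraries analysed here are 2 from Nar-treated mice and 2 from control mice that received buffer, numbered 1 and 3 in each group. The authors aligned clean reads to reference gene sequences with bowtie-2 and deposited FPKM values (fragments per kilobase of transcript, scaled by the mapped fragments of the library), rounded to 2 decimals. The genome build is not named in the paper's text. Of 23136 genes listed, 5313 were blank in all 4 libraries and 17823 had values, of which 1441 were listed at 0 throughout. FPKM values are not counts, and the number of reads behind them is unknown, so no counting error is given.

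Summed over genes, the FPKM values came to 1533279 in Ctrl 1, 1477724 in Ctrl 3, 1551761 in Nar 1 and 1582821 in Nar 3. Haemoglobin genes made up 95.1% of that sum in Ctrl 1, 92.6% in Ctrl 3, 95.8% in Nar 1 and 96.4% in Nar 3. On this scale, all other genes share what haemoglobin leaves, so a change in that remainder moves them together. A value above 0 was listed for 14378 genes in Ctrl 1, 14295 in Ctrl 3, 13632 in Nar 1 and 13681 in Nar 3. Expression was compared on log2(FPKM + 0.1), which understates the change of genes with low values, over the 5339 genes with a mean FPKM of at least 0.5. Across these genes, which are not independent replicates, the correlation was 0.923 between the control libraries and 0.957 between the Nar libraries. With 2 libraries against 2, an exact permutation test of a single value cannot go below a two-sided p of 0.33. Differences of single genes were therefore tested with limma, which estimates the spread between replicates from all genes together.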

To investigate the Nar-specific anti-aging mechanisms, we analyzed the gene expression profile of Nar-treated blood from aging mice using RNA sequencing (RNA-seq). The results revealed 1,961 differentially expressed genes (DEGs). 

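With limma on the deposited FPKM values, 2106 of the 5339 genes tested had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of more than 2. Of these, 2098 were lower and 8 were higher with Nar. At a q-value of at most 0.001, which the methods set for DEGseq, 0 genes passed in limma, while 3036 had an unadjusted p-value under 0.05. DEGseq works on read numbers and cannot be repeated from FPKM values. Scaling the libraries by the median of their ratios over genes, so that the typical gene is level between them, left 24 genes, 19 lower and 5 higher. Without the filter on low values 0 of 16382 genes passed, with 4978 at an unadjusted p-value under 0.05. The same-numbered control and Nar libraries tended to deviate from their group means in opposite directions, with a correlation of -0.153 across genes. With the replicate number as a block, 1813 genes passed, 1704 of them among the 2106. With the pairing crossed, an alternative chosen after the data were seen, 2861 genes passed and 2095 were shared.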

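Among the tested genes, 3033 differed by more than 2-fold between the group means of log2(FPKM + 0.1). With Nar, 3012 of them were lower and 21 were higher, so that 99.3% were lower. Both Nar libraries lay below both control libraries for 4179 genes and above both for 68. Together these are 79.5% of the tested genes, where chance gives 33.3% for a single gene. A shift of whole libraries moves the genes together, so this share adds no evidence beyond the median fold change. The median log2 fold change of all tested genes was -1.07. It was -0.85 between Nar 1 and Ctrl 1 and -1.30 between Nar 3 and Ctrl 3, and with the pairing crossed it was -1.07 between Nar 3 and Ctrl 1 and -1.05 between Nar 1 and Ctrl 3. The median FPKM of these genes was 1.85 in Ctrl 1, 1.97 in Ctrl 3, 0.89 in Nar 1 and 0.74 in Nar 3. After median-of-ratios scaling the median log2 fold change was -0.06, and 402 genes were lower and 364 higher by more than 2-fold. With haemoglobin genes removed and the rest rescaled, 1270 were lower and 124 higher.

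**Figure D1:**
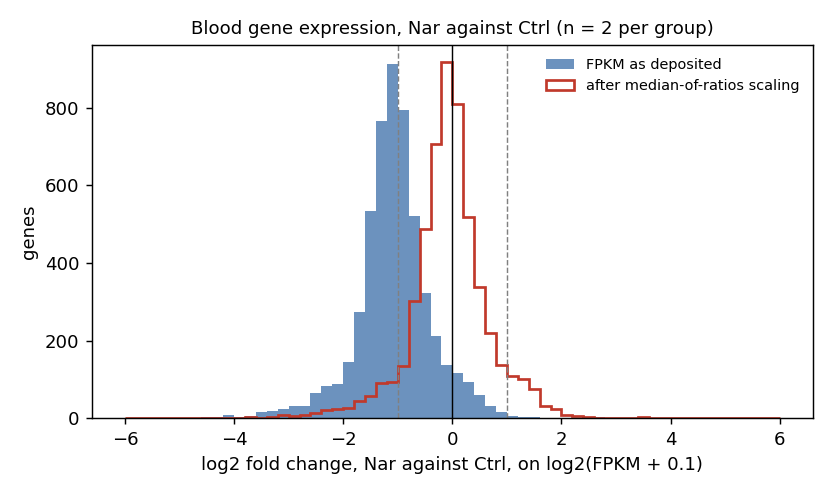
Number of tested genes (y axis) by log2 fold change between Nar and Ctrl (x axis, on log2(FPKM + 0.1), 2 libraries per group). Filled bars show the FPKM values as deposited, with a median of -1.07, and the outline shows the same genes after median-of-ratios scaling, with a median of -0.06; dashed lines mark a 2-fold change.

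Among genes whose groups did not overlap, the largest falls were those of Cxcl2, Stfa2l1, Slfn4, Ngp and an unnamed gene listed as BGIG10090_47740. Ngp, a neutrophil granule gene (NCBI Gene 18054), had an FPKM of 78.1 ± 6.24 (SD, n = 2) in controls and 3.43 ± 0.849 (SD, n = 2) with Nar, a log2 fold change of -4.49 (standard error 0.497, limma adjusted p = 0.00247). Slfn4 had a log2 fold change of -4.78 and Stfa2l1 one of -5.04; both belong to families of similar genes between which alignment can split reads. The largest rises were those of Smarca1, Ttr, an unnamed gene listed as BGIG10090_41491, Morf4l1b and Snx15. Smarca1 was listed at 0 and 3.09 FPKM in controls and at 18.8 and 10.1 FPKM with Nar, a log2 fold change of 4.62 (standard error 1.25, limma adjusted p = 0.026). Ttr rose mainly in one library, with 0.22 and 0.25 FPKM in controls, 0.5 in Nar 1 and 7.68 in Nar 3. Snx15 and Morf4l1b did not pass in limma, with adjusted p-values of 0.06 and 0.0866.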

Generally, Nar downregulated gene expression, and only a small number of genes were upregulated compared with the untreated control group (Figure 5A, 5B). Additionally, important signaling pathway genes related to aging were downregulated, especially those in the TNF signaling pathway (Figure 5C). These results imply that Nar affects the TNF signaling pathway, thus profoundly influencing the function of TNF-α, which is involved in aging-related cognitive impairment [29, 30]. 

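The heatmap of TNF pathway genes in Fig. 5B, which the figure legend lists under D, names 29 genes, and all 29 have values. In 28 of them both Nar libraries lay below both control libraries; the exception was Creb3l1, at 0.28 and 1.54 FPKM in controls against 0.32 and 0.36 with Nar. Their log2 fold changes ran from -5.24 (Cxcl2) to -0.85 (Creb3l1), with a median of -1.92, a difference of -0.84 from the median of all tested genes. After median-of-ratios scaling their median was -0.95, and 13 in place of 28 were lower by more than 2-fold. Of the 24 that could be tested, 23 had a limma adjusted p-value under 0.05, both over all tested genes and over the list alone; the list is the paper's own selection from these libraries. With the replicate number as a block it was 22 genes, with the crossed block 23, and after median-of-ratios scaling 3.

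The falls were steepest for a chemokine, a cytokine and the immediate early gene Fos. Cxcl2 (NCBI Gene 20310) had 12.0 ± 2.02 FPKM (SD, n = 2) in controls and 0.24 ± 0.17 (SD, n = 2) with Nar (limma adjusted p = 0.00238). Il1b (NCBI Gene 16176) had 20.6 ± 8.05 and 0.975 ± 0.205 FPKM, a log2 fold change of -4.22 (standard error 0.474, limma adjusted p = 0.00247). Fos (NCBI Gene 14281) had 14.1 ± 1.12 and 0.76 ± 0.17 FPKM, a log2 fold change of -4.05 (standard error 0.417, limma adjusted p = 0.00238). Among the MAP kinase genes and Chuk the change varied, with log2 fold changes of -3.01 for Mapk13, -1.76 for Mapk14, -1.59 for Mapk3 and -1.28 for Chuk, and limma adjusted p-values of 0.00553, 0.0326, 0.0433 and 0.0447. Marker genes of neutrophils, which share Mmp9 with the heatmap, had a median log2 fold change of -3.33. Iigp1, Nod2, Ptgs2, Gm4951 and Dab2ip had a mean FPKM under 0.5 and were not tested.

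**Figure D2:**
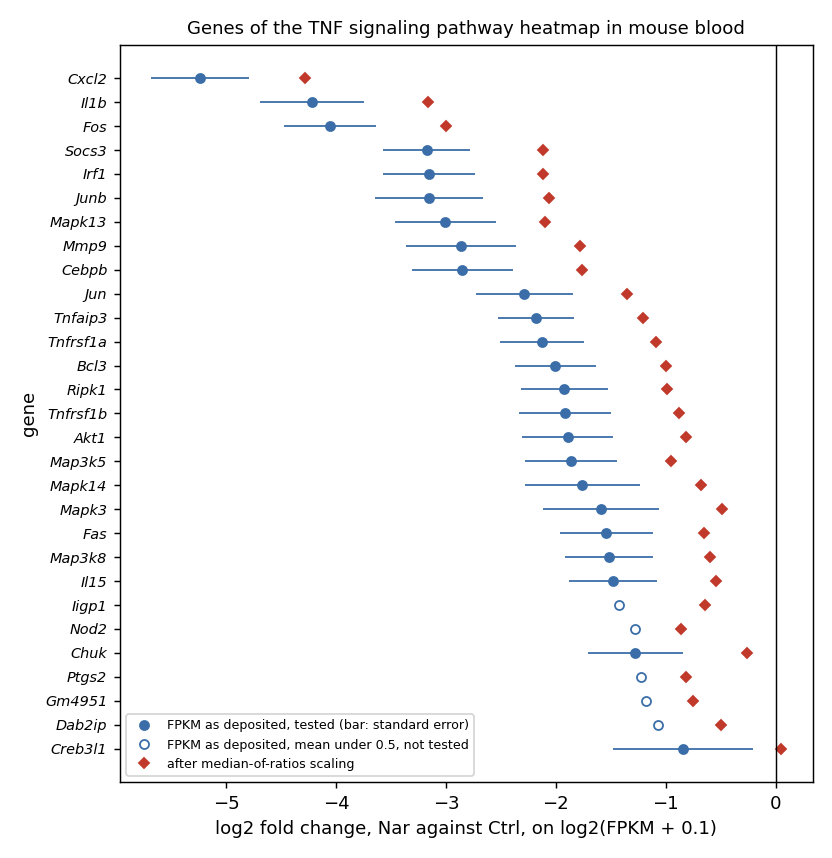
Log2 fold change between Nar and Ctrl (x axis, on log2(FPKM + 0.1), 2 libraries per group) of the 29 genes of the TNF pathway heatmap (y axis). Circles show the FPKM values as deposited with limma's standard error, open circles the genes too low to test, and diamonds the values after median-of-ratios scaling, which lie closer to 0, with Creb3l1 on the other side of it at 0.05.

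KEGG pathways were not used here. Of 583 Reactome gene sets compared with the other tested genes by limma's cameraPR, 24 had an adjusted p-value under 0.05, and in all 24 the fold changes lay above those of the other genes. They included metabolism of porphyrins, with 10 genes and a median log2 fold change of 0.24, gas exchange in erythrocytes, with 10 genes and -0.07, and translation elongation, with 82 genes and -0.71. No set had fallen further at that threshold, and 19 had at an unadjusted p-value under 0.05; after median-of-ratios scaling 3 of 25 sets had fallen further. The direction depended on the filter on low values. With a mean FPKM of at least 5, all 4 sets that passed were lower (of 162 sets tested). Without the filter 190 of 218 sets were lower, but the median log2 fold change of all tested genes was then -0.57. The pseudocount understates the change of the added low genes, so sets of higher genes can rank as lower for that reason. With the replicate block 28 sets passed, 1 of them lower, and with the crossed block 11 sets, 3 of them lower. The Reactome set for TNF signaling had 4 tested genes, under the minimum of 10.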

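Both receptors of TNF-α were lower in the blood of Nar-treated mice. Tnfrsf1a (NCBI Gene 21937) had 3.92 ± 0.983 FPKM (SD, n = 2) in controls and 0.81 ± 0.113 (SD, n = 2) with Nar, a log2 fold change of -2.13 (standard error 0.381, limma adjusted p = 0.00857). Tnfrsf1b (NCBI Gene 21938) had 3.55 ± 1.33 and 0.855 ± 0.276 FPKM, a log2 fold change of -1.92 (standard error 0.421, limma adjusted p = 0.0162). Of the other heatmap genes, Ripk1, Map3k5 and Tnfaip3 were also lower, with log2 fold changes of -1.92, -1.86 and -2.18. Their limma adjusted p-values were 0.014, 0.0174 and 0.0057. After median-of-ratios scaling, the log2 fold changes were -1.08 for Tnfrsf1a, -0.88 for Tnfrsf1b, -0.99 for Ripk1, -0.95 for Map3k5 and -1.21 for Tnfaip3. Of the 24 heatmap genes tested, 3 then had a limma adjusted p-value under 0.05. From the lower expression of genes in this pathway, the paper proposes that Nar affects TNF signaling and through it the function of TNF-α, and next measures TNF-α in plasma.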

We therefore examined TNF-α levels in the plasma of mice. Results from enzyme-linked immunosorbent assays (ELISA) revealed that Nar treatment led to the downregulation of plasma TNF-α levels (Figure 5D). We also examined p16^ink4a^ gene expression in the hippocampus of mice, and demonstrated that Nar treatment downregulates p16^ink4a^ mRNA expression (Figure 5E).

**Figure 5:**
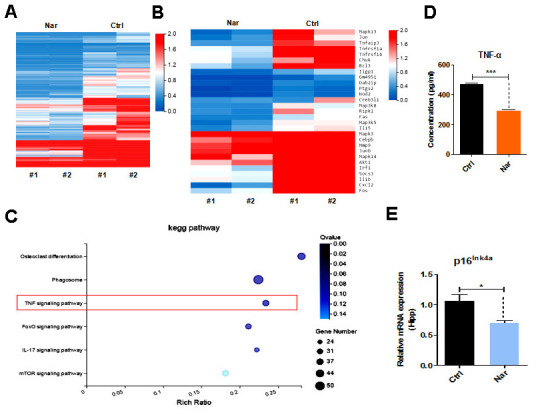
**Tumor necrosis factor (TNF)-α plays an essential role in naringenin (Nar)-mediated anti-aging effects.** (**A**) Summary of gene expressions in mouse blood, as determined by RNA-seq. (**B**) Heatmap showing differentially expressed genes (DEGs) in the blood between control and Nar-treated mice. DEGs were identified by a fold change of > 2.0 or < 0.5. (**C**) Bar graph showing the major correlated signaling pathways. (**D**) Heatmap showing DEGs in the TNF signaling pathway (**E**) Plasma TNF-α levels determined by enzyme-linked immunosorbent assay. (**E**) p16^ink4a^ gene expression levels, as determined by qRT-PCR. Data are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.0001 compared with the control group.

## DISCUSSION

Aging is associated with an increased risk of cognitive decline as well as a loss of learning and memory ability [22, 23]. Neuronal loss and impaired neurogenesis are closely related to age-associated brain dysfunction [11–13]. Thus, increasing the number of neurons and improving neurogenesis is crucial for anti-aging treatment. *R. meyeri*, a plant rich in flavonoids and other bioactive substances [1, 3–6], has many functions that have not yet been described.

In the present study, *R. meyeri* anthocyanins promoted mNSC proliferation and increased the formation of neurospheres with uniform morphology. *R. meyeri* anthocyanin treatment also improved the cellular aging phenotype, with reduced levels of ROS and aging-related P16^ink4a^ gene expression, increased DNA synthesis phase, and lengthened telomeres. Moreover, immunofluorescence staining results revealed that *R. meyeri* anthocyanins stimulated the formation of neurons. These results suggest that *R. meyeri* anthocyanins have anti-aging effects on mNSCs, and may also directly promote the formation of neurons *in vitro*. Furthermore, cognitive decline is closely related to aging [22, 23]. Our MWM results demonstrated that intragastric administration of *R. meyeri* anthocyanins improved spatial memory and learning abilities in aging mice, and also increased mNSC and neuronal numbers in the hippocampus of aging mice. These results suggest that *R. meyeri* anthocyanins may enhance cognitive function by increasing mNSC proliferation and neurogenesis.

The use of metabolomic analysis to investigate the specific composition of *R. meyeri* anthocyanins revealed that Nar may be an important flavonoid metabolite. Nar has previously been reported to ameliorate myocardial cell senescence [31], improve the metabolic capacity of the intestinal tract [32], and exert anti-inflammatory [33] and anti-cancer [34] effects. However, the effects of Nar on NSCs during aging remains unknown. To explore the anti-aging effects of *R. meyeri* anthocyanins, we conducted further studies using Nar. Treatment with 6.8 μg/mL Nar increased cell viability, reduced P16^ink4a^ gene expression, lengthened telomeres, and promoted mNSC differentiation into neurons *in vitro*. To further assess the effects of Nar on cell proliferation, we performed immunofluorescence studies. Results indicated that Nar treatment increased both the number of Ki67-positive cells and the proportion of MAP2-positive cells, suggesting that Nar may promote neurogenesis. Furthermore, the effects of Nar on learning and memory were also evaluated in aging mice. The MWM test results consistently demonstrated that Nar treatment enhances spatial learning in aging mice. 

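Tnf, the gene of TNF-α (NCBI Gene 21926), was listed at 0.24 FPKM in Ctrl 1, 0.16 in Ctrl 3, 0.03 in Nar 1 and 0 in Nar 3. Both Nar libraries lay below both control libraries, which an exact permutation test of 2 libraries against 2 gives a two-sided p of 0.33. The log2 fold change was -1.38 on log2(FPKM + 0.1), and it depends on the pseudocount at such low values, being -0.24 with a pseudocount of 1 and -3.37 with 0.01. After median-of-ratios scaling it was -0.98. With a mean under 0.5 FPKM, Tnf was not among the genes tested with limma, and it is not among the genes of the heatmap in Fig. 5B.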

Interestingly, RNA-seq analysis revealed that Nar may affect senescence via the TNF signaling pathway, especially by downregulating TNF-α expression in the blood of aging mice. ELISA assays also indicated that Nar treatment reduced plasma TNF-α levels compared with control aging mice. TNF-α is a key factor in the TNF signaling pathway and is closely related to cognitive aging. Its functions include the promotion of pathological changes in hippocampal synapses [29] and the inhibition of precursor cell proliferation [35]. Altered TNF levels are associated with cognitive impairment in depression, schizophrenia, bipolar disorder, and Alzheimer's disease [30, 36, 37]. More specifically, TNF-α is upregulated in patients with Alzheimer’s disease [38].

In summary, our study demonstrates that *R. meyeri* anthocyanins improve the effects of aging in NSCs via Nar, which downregulates TNF-α levels *in vivo* and improves cognition in aging mice. Collectively, our findings provide a novel strategy for the development of clinical treatments, aimed at greater realization of the medicinal value of *R. meyeri* anthocyanins.

## MATERIALS AND METHODS

### Experimental animals

This study was approved by the Tongji University Animal Care Committee and conducted in accordance with institutional guidelines. *R. meyeri* anthocyanins were administrated intragastrically for 2 months to 12-month-old mice maintained on the C57BL/6 background. Nar was injected into caudal vein for 1 month to 12- month-old mice maintained on the C57BL/6 background. Control mice were given the same volume of phosphate-buffered saline (PBS).

### Preparation of *R. meyeri* anthocyanins and Nar

*R. meyeri* fruit (500 g) was homogenized using a tissue homogenizer and suspended in 1 L methanol containing 0.1% hydrochloric acid. Ultrasonic extraction was performed three times for 30 min at room temperature. The extracts were combined, and the methanol was concentrated under reduced pressure to obtain extracts of *R. meyeri*. The extract was further purified with AB-8 macroporous resin to increase the anthocyanin content.

Naringenin (C15H12O5; MW: 272.25; purity: ≥98%; HPLC grade) was purchased from Chengdu Push Biotechnology Co. Ltd. (Sichuan, China) and stored at 2°C–8°C in a dry environment without light. The concentration of the stock solution was 100 mM in dimethyl sulfoxide (DMSO). The final DMSO concentration did not exceed 0.1% in the culture medium.

### Cell culture

mNSCs were harvested from the SVZs of 3-week-old and 23-month-old C57BL/6 mice. The mNSCs were maintained in dulbecco's modified eagle medium (DMEM) /F12 (Gibco, Gaithersburg, MD, USA) supplemented with basic fibroblast growth factor (bFGF) and human epidermal growth factor (hEGF).

### Cell viability assay

Cell viability was determined using a CCK-8 assay. Briefly, 5×10^4^ NSCs were seeded in 96-well culture plates and treated with various concentrations of *R. meyeri* anthocyanins and naringenin for 48 h and 72 h. CCK-8 solution was added to the 96-well plate (10 μL/well), followed by incubation at 37°C for 2 h. Cell viability was measured at 450 nm using a microplate reader.

### Cell cycle analysis

The Cell Cycle and Apoptosis Analysis Kit (Beyotime, Shanghai, China) was used to detect cell cycles according to the manufacturer’s instructions. Briefly, NSCs were collected by centrifugation, washed twice with cold PBS, and then fixed with 70% cold ethanol and stored at 4°C for 16 h. NSCs were then resuspended in a propidium iodide (PI) solution at room temperature in the dark for 30 min. All samples were washed and analyzed using a flow cytometer (BD 15 FACSVerse, BD Biosciences, San Jose, CA, USA). All conditions were performed in triplicate.

### Quantitative Real-time Polymerase Chain Reaction (qRT-PCR)

mRNA expression of a senescence-related gene (P16^ink4a^) was detected in NSCs using qRT-PCR. NSCs were seeded in six-well plates and cultured in medium containing various concentrations of Nar for 48 h. Total RNA was extracted using TRIZOL (Invitrogen, Carlsbad, CA, USA; Ct: 15596024) and was then reverse transcribed to cDNA using a reverse transcription kit (Takara Bio, Kusatsu, Japan; Ct: RR047A). SYBR green fluorescent dye (Bio-Rad, Hercules, CA, USA; Ct: 172-5124) was used for qRT-PCR. Relative gene expression levels were normalized to β-actin mRNA levels and calculated as 2^–ΔΔCT^. The primer sequences are listed in Table 1.

**Table 1:** Primer sequences used in this study.

**Genes**	**Forward Primers (5’-3’)**	**Reverse Primers (5’-3’)**
P16^INK4a^	GCGCTCTGGCTTTCGTG	CACTACCTTCTCCCGCCC
β-actin	GTGTTTCCTCGTCCCGTAG	AAAGTGGAGATTGTTGCCAT
Telomere	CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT	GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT
36B4	CAGCAAGTGGGAAGGTGTAATCC	CCCATTCTATCATCAACGGGTACAA

### Measurement of telomere lengths

Telomere lengths were measured as previously described. Briefly, the amplification of the telomere repeats is called the T reaction, and that of the 36B4 gene is called the S reaction. The relative telomere ratio (T/S) = 2^–ΔΔCT^, ΔCT = CT(telomere) – CT(36B4). RT-PCR was performed to measure telomere lengths. The primer sequences are listed in Table 1.

### ROS assay

NSCs were treated with various concentrations of *R. meyeri* anthocyanins for 48 and 72 h, and then incubated with ROS reagent in the dark at room temperature for 30 min. ROS levels were determined using a multimode microplate reader. Intracellular and mitochondrial ROS were also observed under a fluorescence microscope.

### Neurosphere and differentiation assays

NSCs were derived from the mouse SVZ. Mice were sacrificed after anesthesia and the SVZ was carefully dissected and dissociated into single cells with 0.4 U/mL papain (Imgen, Alexandria, VA, USA; Cat No: LS003126). NSCs were plated in 10 cm dishes containing 10 mL NSC Basal Medium with 10 ng/mL EGF (PeproTech, Cranbury, NJ, USA; Cat No: AF-100-15) and 10 ng/mL FGF (PeproTech, Cranbury, NJ, USA; Cat No: AF-100-18B). Neurospheres were passaged every 5 days. NSCs from freshly dissociated passage-2 neurospheres were seeded on laminin (Gibco, Gaithersburg, MD, USA; Cat No: 23017015) and poly-L-ornithine hydrobromide (Poly-L; Sigma Aldrich, St Louis, MO, USA; Cat No: P3655)-coated glass slides in NSC Basal Medium without differentiation supplements. Differentiated cells were immunostained for TuJ1 (beta tubulin III; Thermo Fisher Scientific, Waltham, MA, USA; Cat No: 480011), MAP2 (Thermo Fisher Scientific, Cat No: MA5-12826), and glial fibrillary acidic protein (GFAP; Thermo Fisher Scientific, Cat No. PA5-16291), and then counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific, Cat No: D1306). Slides were examined using an Olympus BX53 microscope (Olympus, Madison, WI, USA).

Quantification of TuJ1- and MAP2-positive cells was performed by counting labeled cells from three independent experiments. Statistical analysis was performed using an unpaired *t*-test.

### Ki67 immunofluorescence staining

NSCs from freshly dissociated passage-2 neurospheres were seeded on laminin- (Gibco, Cat No: 23017015) and poly-L-coated glass slides in NSC complete medium with differentiation supplements. The experimental group was treated with Nar for 48 h. Next, the NSCs were immunostained with Ki67 (Abcam, Cambridge, UK; Cat No: ab15580) and counterstained with DAPI. Slides were examined using an Olympus BX53 microscope. Quantification of Ki67-positive cells was performed by counting labeled cells from three independent experiments. Statistical analysis was performed using an unpaired *t*-test.

### Morris water maze test

The learning and memory of female C57BL/6 mice (12 months old) were tested using the MWM, consisting of a round black pool that was 120 cm in diameter, 31 cm deep, and contained water at 23°C ± 1°C. The escape platform (11 cm in diameter, adjustable height) was placed in the center of one quadrant of the pool and hidden 1.5 cm below the water surface. Various prominent visual cues were set around the pool and remained in the same position during the training and testing periods. Each group was trained for 5 consecutive days facing three directions, and then tested on day 6 facing a new direction. In the test, the hidden platform was removed and free swimming was allowed for 60 s. The latency to escape from the water and the distance traveled to first find the platform were recorded using video-animal tracking software (EthoVision XT Base software, Noldus, Wageningen, Netherlands).

### Metabolomic analysis

Mass spectrometry data were collected using a Xevo G2-XS QTOF mass spectrometer (Waters, Borehamwood, UK) and processed using Progenesis QI (version 2.2; Waters) for liquid chromatography-mass spectrometry (LC-MS) data preprocessing. The metabolite identification was based on KEGG database sources (https://www.genome.jp/kegg/).

### RNA-seq analysis

RNA-seq was performed independently and uniformly for each sample. Clean reads were aligned to the reference gene sequence using bowtie-2, and the gene expression levels of each sample were calculated. DEG detection was conducted using the DEGseq method. The statistical results were based on the MA-plot method. The numbers of reads of specific genes obtained from the sample were sampled randomly, and the *P*-values were then calculated according to the normal distribution and corrected to *q*-values. To improve the accuracy of DEG detection, genes with a difference multiple of > 2 and a *q*-value of ≤ 0.001 were screened and defined as significantly DEGs. The RNA-seq data files that were generated in this study are available from the NCBI Gene Expression Omnibus (GEO) under the accession number GEO: GSE141342.

### ELISA

Blood samples were centrifuged at 1,000 × *g* for 30 min at 4°C, and the supernatant was collected and stored at –80°C until analysis. The protein levels of TNF-α were measured using a Mouse TNF-α ELISA Kit (Univ Company, Shanghai, China) according to the manufacturer’s instructions.

### Immunofluorescence images

Brain tissue was collected from mice after treatment with *R. meyeri* anthocyanins (*n* = 4 per group). Brain tissue was fixed with 4% paraformaldehyde in PBS overnight, followed by 20% and 30% graded sucrose dehydrations, each performed until the brain had sunk. Optimal cutting temperature compound was used to embed tissue samples, and successive coronal sections of 10 μm were cut using a freezing microtome. Tissue sections were washed with PBS and blocked for 1 h in 10% bovine serum albumin, 3% normal donkey serum, and 1% triton X-100 in PBS. Sections were then incubated with antibodies against nestin (Millipore, Burlington, MA, USA; Cat No: MAB5326), Ki67 (Abcam, Cat No: ab15580), TuJ1 (Covance, Princeton, NJ, USA; Cat No: MMS-435P-250), and GFAP (Abcam, Cat No: ab16997) overnight at 4°C. The next day, slides were washed three times and incubated with appropriate Alexa 488- and Alexa 568- secondary antibodies (Thermo Fisher Scientific) for 1 h at room temperature (1:1,000 dilution). DAPI staining was then used to label nuclei. Slides were examined using an Olympus BX53 microscope. Quantification of TuJ1-/nestin-positive cells was performed by counting labeled cells within the hippocampus from three independent experiments. Statistical analysis was performed using an unpaired *t*-test.

### Statistical analysis

Statistical analysis of the data was conducted using Graphpad Prism 5.0. Data are expressed as the mean ± standard deviation. Statistical comparisons of two groups were made using the unpaired *t*-test. Statistical comparisons of more than two groups were performed using analysis of variance. A two-tailed *P*-value of < 0.05 was considered statistically significant, and *P* < 0.01 was considered extremely statistically significant.

## Supplementary Material

Supplementary Figures

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

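Blood RNA-seq libraries of 4 aging mice were used, 2 from Nar-treated mice and 2 from controls. Groups were taken from the sample labels and the paper's methods. The paper states that RNA-seq was performed for each sample independently, that clean reads were aligned to reference gene sequences with bowtie-2, and that DEGs were found with DEGseq at a fold change above 2 and a q-value of at most 0.001. The authors deposited FPKM values per gene, rounded to 2 decimals. Most tested genes were listed under an NCBI Gene number and a gene symbol. Others were listed only under an identifier such as BGIG10090_47740. The tool that computed the FPKM values, the genome build and the annotation are not named in the paper's text, so no coordinates are given. Each column was matched to 1 library, and 0 columns were left over. The legend of Fig. 5 speaks of 3 independent experiments, while its heatmaps show 2 libraries per group.

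FPKM is relative to the mapped fragments of its library, so it shows shares and not amounts of RNA per volume of blood. Depth is unknown. An attempt to find what 1 read is worth from the lowest values, with GENCODE transcript lengths, showed no clear steps, and in both Nar libraries the estimate lay at the edge of the range searched, so it was not used. Rounding to 2 decimals limits values such as those of Tnf. Genes blank in all 4 libraries were left out.

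Differences were computed on log2(FPKM + 0.1) over 5339 genes with a mean FPKM of at least 0.5 and tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a mean-dependent trend) and Benjamini-Hochberg adjustment. Every adjusted p-value given for a gene comes from limma. The limma steps were tested on simulated values of 5339 genes with 200 changed, of which 159 (79.5%) were recovered and 10 unchanged genes were called. With no gene changed, 2 were called. The simulated changes were well over 2-fold, and noise was drawn independently for each gene from a smooth trend. No shift of whole libraries was put in, so these counts do not show how many false calls such a shift would give. The groups share the replicate numbers 1 and 3, and this pairing comes only from the numbers in the sample labels. Fits with the number as a block, and with the numbers crossed, were made beside the fit without it.

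Reactome gene sets of the fgsea 1.28.0 package with 10 to 300 tested genes were compared with the other genes by cameraPR at an inter-gene correlation of 0.01. Medians of gene lists were set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean FPKM. Genes were drawn independently, so a percentile does not allow for genes that move together and does not measure the spread between mice. Lists of blood cell marker genes and of haemoglobin genes were written before the data were examined, and a list of immediate early genes afterwards. Named genes were those legible in the heatmap of Fig. 5B, Tnf, Cdkn2a, Actb, the marker genes, and the 5 highest and 5 lowest log2 fold changes among tested genes whose groups did not overlap. Transcript length and GC content came from GENCODE for 5130 tested genes (96.1%).

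The alternatives were a pseudocount of 1 or 0.01, no filter, a mean FPKM of at least 5, rescaling to a sum of 1000000 (TPM), removal of haemoglobin genes with rescaling, median-of-ratios scaling, limma without the trend, the replicate block, each library left out, arithmetic means, a requirement that groups not overlap, and an inter-gene correlation of 0.05. The plasma, hippocampus, behaviour and cell culture measurements of the paper were not analysed here. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.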

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

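The tests of the haemoglobin share were chosen after the result was seen.

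Haemoglobin genes, which the paper does not discuss, took a larger share of the summed FPKM in both Nar libraries than in both control libraries. The mean share was 96.08% ± 0.46 (SD, n = 2) with Nar and 93.86% ± 1.79 (SD, n = 2) in controls. The difference of 2.22 percentage points is only a little above the spread of the controls, and the exact permutation test gives a two-sided p = 0.33, the smallest that 2 libraries against 2 allow. Of the 3 splits of the libraries into 2 and 2, 1 gave a difference as large, the real one, and with so few splits this count cannot speak for or against chance. The share sums all haemoglobin genes, so reads moving between near-identical copies (Hba-a1 with Hba-a2, and Hbb-bs with Hbb-bt) cannot change it. A larger share of red cell RNA was tested with 19 erythroid marker genes that encode no haemoglobin. Their median log2 fold change lay at percentile 100 among matched random lists, as a larger share of red cell RNA would give. These lists draw genes independently, while red cell genes can move together, so the percentile does not measure the spread between mice. An exact permutation test of the erythroid medians gave a two-sided p of 0.33. Alpha haemoglobin genes took 49.4% and 51.4% in controls and 57.0% and 58.0% with Nar, while beta haemoglobin genes took 45.7% and 41.2% in controls and 38.7% and 38.4% with Nar, a difference of the means of -4.88 percentage points. More red cell RNA of the same make-up would not change the balance between alpha and beta genes. Since alpha and beta genes together make up nearly the whole sum, their shares have little room to rise together. The shares therefore cannot exclude a rise of both, or tell a rise of alpha from a fall of beta. After median-of-ratios scaling, which assumes that the typical gene is unchanged, all 4 main genes were higher with Nar. The log2 fold changes were then 1.392 for Hba-a1, 1.325 for Hba-a2, 0.989 for Hbb-bs and 1.084 for Hbb-bt. In FPKM, Hba-a1 and Hba-a2 were higher with Nar (limma adjusted p = 0.0348 for each), while the groups overlapped for Hbb-bs (adjusted p = 0.204) and Hbb-bt (adjusted p = 0.845). The haemoglobin share can rise because red cell RNA increased or because other RNA decreased, and FPKM values cannot tell these apart.

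The median log2 fold change of the erythroid marker genes was 0.34, above 0 while the median of all tested genes was -1.07. The size of this rise is weak, since 5 of the 19 genes were higher in both Nar libraries and 2 were lower in both, and the spread between replicates of the list's median was 0.249. The list's median value corresponds to 10.6 FPKM in Ctrl 1, 14.9 in Ctrl 3, 23.8 in Nar 1 and 22.6 in Nar 3. Under the alternatives it ran from 0.04 without Nar replicate 1 to 1.34 with median-of-ratios scaling. The biological explanation open to the design, an effect of Nar on red cells or reticulocytes, cannot be told apart from a difference in how blood was collected, which was not tested.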

How the results depend on the processing

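Alternatives other than the crossed block were set before the data were examined. The cause of each change was not tested unless stated.

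Median-of-ratios scaling, which sets the typical gene level by construction, moved most results. Limma calls fell from 2106 to 24 (19 lower, 5 higher), genes over 2-fold numbered 766 (402 lower, 364 higher), and the share lower fell from 99.3% to 52.5%. It gave 1 gene at the paper's thresholds, 3 of 24 TNF heatmap genes past the adjusted p-value, and median log2 fold changes of -0.061 for all tested genes, -0.95 for TNF heatmap genes, -0.98 for Tnf and -2.24 for neutrophil marker genes. The medians of B cell (0.57), T cell (0.28) and platelet (0.15) marker genes reversed. Of 25 Reactome sets, 3 were lower.

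With haemoglobin genes removed and the rest rescaled, there were 256 limma calls (242 lower, 14 higher), 23 at the paper's thresholds, 1394 genes over 2-fold (91.1% lower) and 10 of 24 TNF heatmap genes past the adjusted p-value. The medians were -0.61 for all tested genes, -1.69 for TNF heatmap genes, -3.27 for Tnf and -2.80 for neutrophil marker genes, and the B cell median reversed to 0.10. Of 16 Reactome sets, 3 were lower. This rescaling also makes the pseudocount smaller against the values.

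A pseudocount of 1 gave 670 limma calls, 966 genes over 2-fold, and medians of -0.62 for all tested genes, -1.15 for TNF heatmap genes, -0.24 for Tnf and -2.43 for neutrophil marker genes. With 0.01 the median of TNF heatmap genes was -2.24 and Tnf was -3.37. Rescaling to TPM moved Tnf to -1.08.

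Without the filter there were 0 limma calls (4978 of 16382 genes had an unadjusted p-value under 0.05), 0 of 29 TNF heatmap genes past the adjusted p-value, 4655 genes over 2-fold (98.6% lower), a median of -0.57 and 218 Reactome sets (190 lower, 28 higher). With a mean FPKM of at least 5, met by 1083 genes, there were 117 limma calls, 50 at the paper's thresholds, 491 genes over 2-fold, 6 of 7 TNF heatmap genes past the adjusted p-value, a median of -0.94 and 4 of 162 Reactome sets, all lower. An inter-gene correlation of 0.05 left 5 sets.

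With the replicate block there were 1813 limma calls and 67 at the paper's thresholds. The crossed replicate block, chosen after the data were seen, gave 2861 calls, 258 at the paper's thresholds and 11 Reactome sets. A block cannot move fold changes in this balanced design, so genes over 2-fold were not recomputed, and Tnf, which was not tested, has no fit with a block or without the trend.

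Across the 4 comparisons that each left out one library, genes over 2-fold ran from 2475 to 3532, the share lower from 96.7% to 99.2%, and TNF heatmap genes lower in Nar from 28 to 29. The medians ran from -1.22 to -0.93 for all tested genes, from -2.07 to -1.80 for TNF heatmap genes, from -1.58 to -1.19 for Tnf and from -3.39 to -2.97 for neutrophil marker genes. None of these comparisons reversed a marker median.

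Over all alternatives, 38 marker medians of cell types other than neutrophils moved by less than the spread between replicates, 12 by more, and the 4 named above reversed.

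TNF heatmap genes lower in both Nar libraries numbered 28 with TPM and with haemoglobin removed and 24 with median-of-ratios scaling. Depth is unknown, which limits genes with values near 0.01, Tnf among them.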

Differences from the paper's values

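At the paper's thresholds (more than 2-fold and a q-value of at most 0.001), limma on the FPKM values called 0 genes against the paper's 1961 DEGs from DEGseq, and 3036 genes had an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed this gap; the largest count among them was 67, with the replicate block. The crossed block, chosen after seeing the values, gave 258.

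By fold change alone, the criterion in the legend of Fig. 5, 3033 genes differed by more than 2-fold against the paper's 1961. The count was within 1.5 times the paper's with haemoglobin genes removed (1394), without Ctrl replicate 3 (2608), without Nar replicate 3 (2475) and with non-overlapping groups required (2921). It was not with a pseudocount of 1 (966) or 0.01 (3356), without the filter (4655), with a mean FPKM of at least 5 (491), with TPM (3052), with median-of-ratios scaling (766), with arithmetic means (3123), without Ctrl replicate 1 (3334) or without Nar replicate 1 (3532).

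At an adjusted p-value under 0.05 with more than 2-fold change, limma called 2106 genes, within 1.5 times the paper's 1961, and so it was with a pseudocount of 0.01 (2058), TPM (2209), limma without the trend (1790) and the replicate block (1813). It was not with a pseudocount of 1 (670), without the filter (0, with 4978 genes at an unadjusted p-value under 0.05), with a mean FPKM of at least 5 (117), with haemoglobin genes removed (256) or with median-of-ratios scaling (24).

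Of pathway genes related to aging, the paper singles out those of TNF signaling as lower. Reactome's TNF signaling set was too small to test, so this ranking was not compared. Over all Reactome sets, 0 had fallen further than the other tested genes at an adjusted p-value under 0.05, and 19 of 583 had at an unadjusted p-value under 0.05. Under the alternatives, 3 had with median-of-ratios scaling and 3 with haemoglobin genes removed. Interferon gamma signaling and Peptide ligand-binding receptors were among them in both. It was 1 with the replicate block and 4 with a mean FPKM of at least 5. With the crossed block, chosen after seeing the values, it was 3. Without the filter it was 190, a count that the pseudocount can raise by understating the change of low genes.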

Other observations

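The cell mix test and the tests of haemoglobin, scaling and splits for the general fall in expression were set before the data were examined; the others were chosen after the results were seen.

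Nearly all genes over 2-fold were lower with Nar, and several technical explanations were weighed. A larger haemoglobin share does not account for it alone, since 91.1% of the genes over 2-fold were still lower with haemoglobin genes removed, although their number fell from 3033 to 1394. The summed FPKM of all other genes was 0.667 times as high with Nar as in controls. GC content and transcript length made little difference. The highest median log2 fold change among 3 equal groups of genes was -1.05 by GC content and -1.07 by length. Scaling between libraries cannot be separated from a real fall, since median-of-ratios scaling, which brings the share to 52.5%, assumes that the typical gene is unchanged. The real split of the 4 libraries gave 3033 genes over 2-fold and 2106 limma calls. The split of Ctrl 1 and Nar 3 against Ctrl 3 and Nar 1, which parts the same-numbered libraries as the real one does, gave 427 genes over 2-fold and 1 limma call. The split by replicate number, which keeps them together, gave 207 genes over 2-fold and 0 limma calls, with 7 genes at an unadjusted p-value under 0.05. So 1 of 3 splits gave as many genes, the lowest share possible, and the share of splits cannot speak for or against chance. The general fall cannot be told apart from a difference in scaling.

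Of the marker lists, that of neutrophils had the lowest median log2 fold change, -3.33, and -2.25 relative to all tested genes. Of 20 genes 18 were lower in both Nar libraries, and all 18 that could be tested passed in limma. S100a8 had 447 and 399.9 FPKM in controls (Ctrl 1 and Ctrl 3) and 34.7 and 49.1 with Nar (Nar 1 and Nar 3), and Lcn2 had 99.4 and 75.2 against 5.49 and 7.03. The fall stayed with median-of-ratios scaling (-2.24) and with haemoglobin genes removed (-2.80), so neither scaling nor haemoglobin accounts for it. Of the 3 splits 1, the real one, gave as large a difference of the medians; with so few splits this count cannot speak for or against chance. A hypothesis is that neutrophils, or their RNA, made up a smaller part of the Nar blood samples. Cell counts, which would test it, were not analysed here.

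A shift in the blood cell mix was then weighed for the TNF heatmap genes. The random lists behind the percentiles draw genes independently, while marker genes of the same cell type can move together. A percentile therefore does not measure the spread between mice. Exact permutation tests of the neutrophil and erythroid medians gave a two-sided p of 0.33 each. The median of neutrophil marker genes lay at percentile 0 among matched random lists, and that of monocyte marker genes (-1.62) also at percentile 0. The medians of B cell (-0.38), T cell (-0.50) and erythroid (0.34) marker genes lay at percentiles 99.9, 99.96 and 100; after median-of-ratios scaling the B and T cell medians were above 0 (0.57 and 0.28). NK cell (-1.24) and platelet (-0.95) marker genes stood at percentiles 12.1 and 15.6, and the platelet median was above 0 (0.15) after that scaling. With 1 library left out, the B cell median ran from -0.65 to -0.17 and the T cell median from -0.91 to -0.16. The NK cell median then ran from -1.695 to -0.73 and the platelet median from -1.74 to -0.31. For monocytes it ran from -2.07 to -1.09, with a spread between replicates of 0.687. Of the 18 monocyte genes, 13 were lower in both Nar libraries. The fall of TNF pathway genes would go with a smaller share of myeloid cells, for which the neutrophil list gives clearer values than the monocyte list. Several myeloid genes are in the heatmap (Mmp9 is also in the neutrophil list). Of the 29 heatmap genes, 3 fell further than the neutrophil marker median (Cxcl2, Il1b and Fos, named after their values were seen). For 7 of the 29 this could not have come out otherwise, since with a pseudocount of 0.1 they would not have passed that median even at 0 FPKM with Nar. Other cells also express these genes, so the comparison cannot show or exclude lower expression within neutrophils.

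Handling of blood before lysis can induce immediate early genes. The median log2 fold change of 15 such genes outside the heatmap was -1.60, at percentile 0.01 among matched random lists, and -0.56 after median-of-ratios scaling, at percentile 0.09. Of the 15, 13 were lower in both Nar libraries. These percentiles do not measure the spread between mice either. Immediate early transcription that differed between the groups, whether from handling or from treatment, may thus contribute to the fall of Fos, Jun and Junb, and it is not separate from the cell mix, since myeloid cells express such genes too. The heatmap's own percentile (0) shows no more than its selection by the paper.

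Platelet marker genes differed between the control libraries. All 15 were highest in Ctrl 3, where the list's median gene had 209 FPKM against 52.6 in Ctrl 1, 49.2 in Nar 1 and 36.3 in Nar 3. No explanation was tested.

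Cdkn2a, the gene of p16, which the paper measured in the hippocampus, was listed in blood at 0 in Ctrl 1, 0.16 FPKM in Ctrl 3, and 0 in both Nar libraries. Actb, the reference gene of the paper's qRT-PCR, had 144 and 174 FPKM in control blood and 82.4 and 43.8 with Nar, a log2 fold change of -1.39 (limma adjusted p = 0.058) that was -0.29 after median-of-ratios scaling.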
